# The transcriptomic profile of peripheral blood nuclear cells in dogs with heart failure

**DOI:** 10.1186/1471-2164-15-509

**Published:** 2014-06-21

**Authors:** Magdalena Hulanicka, Magdalena Garncarz, Marta Parzeniecka-Jaworska, Michał Jank

**Keywords:** Dogs, Heart failure, ISACHC, Transcriptomic profile, Microarrays

## Abstract

**Background:**

In recent years advances have been made in the investigative methods of molecular background of canine heart disease. Studies have been conducted to identify specific genes which, when pathologically expressed, could lead to the dysfunction of the canine heart or are correlated with heart failure. For this purpose genome wide microarray experiments on tissues from failing hearts have been performed. In the presented study a whole genome microarray analysis was used for the first time to describe the transcription profile of peripheral blood nuclear cells in dogs with heart failure. Dogs with recognized heart disease were classified according the ISACHC (International Small Animal Cardiac Health Council) classification scheme as class 1 (asymptomatic) - 13 dogs, class 2 (mild to moderate heart failure) - 13 dogs and class 3 (severe heart failure) - 12 dogs. The control group consisted of 14 healthy dogs. The clinical picture of the animals included: animal history, clinical examination, echocardiographic examination and where applicable electrocardiographic and radiographic examinations.

**Results:**

In the present study we identified four sets of differentially expressed genes, namely heart-failure-specific genes and ISACHC1-specific genes, ISACHC2-sepcific genes and ISACHC-3 specific genes. The most important set consisted of genes differentially expressed in all dogs with heart failure, despite the ISACHC stage. We identified 71 heart-failure-specific genes which were involved in two statistically significant receptor signalling pathways, namely angiotensinR - > CREB/ELK-SRF/TP53 signalling and ephrinR - > actin signalling. The number of ISACHC1-specific genes was 83; ISACHC2-specific genes - 1247 and ISACHC3-specific - 200.

**Conclusions:**

The transcriptomic profile of peripheral blood nuclear cells in dogs with heart failure seems to reflect the presence of clinical signs of the disease in patients based on the observation that the largest number of differentially expressed genes was identified in ISACHC 2 group of patients. This group consists of dogs just starting to show clinical signs of heart failure. A set of genes was also found to have changed expression in all dogs with heart failure, despite the stage of the disease.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-509) contains supplementary material, which is available to authorized users.

## Background

In recent years some advances have been made in the methods of investigation of the molecular background of canine heart disease. The etiopathogenesis of one of the most frequent heart diseases, myxomatous valve disease, in dogs may be different compared to humans although some similarities have been noted [1]. Some research has been conducted to identify specific genes which, when pathologically expressed, could lead to the dysfunction of the canine heart or are correlated with heart failure. For this purpose genome wide microarray experiments on tissues from failing hearts have been performed. Their results revealed that expression of some genes differ between tissue samples from failing hearts and healthy hearts, including: the matrix metalloproteinases and their tissue inhibitors (mainly *MMP9*, *MMP1*, *MMP2*, *TIMP1*, *TIMP3*) as well as genes involved in Ca^2+^ handling in cardiomyocytes, e.g. genes encoding the components of the cardiac ryanodyne receptor (RyR2) [2–6]. Other examples of differentially expressed genes are TGF-β (*TGF*-*βR2*, *TGF*-*βR3*) and serotonin receptors (*5HT*-*R2B*) [2]. The genome pattern of heart tissues from dogs suffering from heart failure were also investigated with the Real-time PCR method and the level of proteins encoded by differentially expressed genes was examined by immunohistochemical techniques. These findings gave similar results and pointed out different expression of extracellular matrix (ECM) genes, TGF-β receptors and thyroid hormone receptors (TRβ1 and TRβ2) in failing hearts compared to healthy control tissues [7–12].

The most important obstacle of the mentioned types of studies is access to diagnostic material. That is why researchers are attempting to investigate gene expression of peripheral blood nuclear cells taken from patients with cardiac disease. Blood nuclear cells are not a perfect source of diagnostic material in patients with heart failure but easy access makes them a very interesting source of potential disease markers. It has turned out that identification of such markers is possible since Wang et al. described the prognostic value of B-natriuretic peptide (BNP) in humans [13]. The results of a few studies suggest that expression of Na + −Ca2+ exchanger (*NCX*-*1*) gene in peripheral blood nuclear cells could have prognostic or diagnostic value [14, 15]. The other genes proposed as genomic markers in dogs are phospholamban (*PLN*) and haematopoietic lineage cell-specific protein 1 associated protein X-1 (*HAX*-*1*). Fonfara et al. also pointed out that the blood cells of dogs with heart failure could be appropriate material for searching for genomic markers. Their results showed increased levels of proinflammatory cytokines (*Il*-*1*, −*2*, −*8*, *INF*), *MMP*-*1*, *MMP*-*3* and *TIMP*-*3* and decreased levels of *TNF*-*10*, *Il*-*10*, *TGF*-*b1*, *TIMP*-*1* and *TIMP*-*2* in dogs with congestive heart failure [16].

In the present paper a whole genome microarray analysis was used for the first time to describe the transcription profile of peripheral blood nuclear cells in dogs with heart failure. The potential identification of any prognostic marker of canine cardiac disease would be of great importance since it may not only give new insight into the pathogenesis or staging of the disease but also help in the effective planning of treatment.

## Results

### The number of differentially expressed genes

Comparison of gene expression between all study groups (healthy dogs, ISACHC 1, ISACHC 2, ISACHC 3) revealed 4579 differentially expressed transcripts. 

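RNA from the blood of 52 dogs was measured on Agilent canine arrays of the 4x44K format, with 1 array for each dog. The groups held 14 healthy dogs, 13 dogs in ISACHC class 1 (no clinical signs), 13 in class 2 and 12 in class 3 (severe heart failure), and 5, 10, 9 and 12 of them, respectively, were dachshunds. The sample labels call the material whole blood, while the paper speaks of peripheral blood nuclear cells. Each array carried the dog's RNA in the Cy5 channel and a pool of RNA from 10 healthy dogs in the Cy3 channel, with no dye swap, so that a value above 0 stands for more transcript in the dog than in the pool. The authors subtracted the background and applied a Lowess normalization in the Feature Extraction software, and deposited 1 log ratio per probe and dog. The base of the logarithm was read from the spike-in probes, whose spacing is that of log2, and the direction was taken from the dyes named in the labels and methods. No value was missing for the 43603 probes on the array that are not controls, and all of them were tested. The 4 groups were fitted together with limma, and p-values were adjusted by the Benjamini-Hochberg method over all probes within each comparison, with no further scaling between arrays. The authors' filter on absent flags could not be repeated, because the values carry no flags. Probes are reported by their identifiers, since no table used here pairs them with genes. Breed and, by the ranges in Table 7, age differed between the groups, and the number of arrays limits the precision. Sex was most uneven in ISACHC 3, with 10 males and 2 females.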

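The abundance of 4225 transcripts, 9.69% of those tested, differed among healthy dogs and the 3 ISACHC classes (limma moderated F test, adjusted p < 0.05). Most of these transcripts lay farthest from the healthy dogs in ISACHC 2, where 2990 of them (70.8%) had their largest deviation, against 793 in ISACHC 3 and 442 in ISACHC 1. Of the 2990 transcripts farthest in ISACHC 2, 2197 had a lower and 793 a higher mean there than in healthy dogs. The balance of higher and lower transcripts in ISACHC 2 against healthy dogs depended on the scaling. It was 842 to 1803 without scaling, 1168 to 1164 with arrays centred on their medians, and 513 to 1794 after quantile normalization. The group means of ISACHC 1 and ISACHC 2 lay on opposite sides of the healthy mean for 2654 of the 4225 transcripts (62.8%), whereas those of ISACHC 2 and ISACHC 3 lay on the same side for 2921 (69.1%). In 50 simulated sets of unchanged groups, with as many transcripts taken by their F test, these shares averaged 34.6% and 68.1% and reached 62.9% and 94.5%, and 35.5% of transcripts on average, and at most 71.9%, lay farthest in ISACHC 2. Among dachshunds alone 898 transcripts passed the F test. With weights for array quality 10697 passed. The methods' one-way ANOVA gave 4578 on the same probes, with no filter on absent flags, beside the paper's 4579.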

Using the Tukey's HSD Post-hoc test it was possible to identify differentially expressed transcripts between individual study groups (Table 1).

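The widest difference between 2 disease classes was that of ISACHC 2 from ISACHC 1, where 6129 transcripts passed the threshold, 2289 of them higher and 3840 lower in ISACHC 2, with a median absolute log2 change of 0.71. With array weights 5743 were higher and 5581 lower, and leaving out 1 dog at a time gave 3932 to 9637 transcripts. For 5572 of the 6129 transcripts (90.9%) the mean of ISACHC 3 lay between those of ISACHC 1 and ISACHC 2, a share that averaged 70.6% and reached 90.9% in simulated unchanged groups. ISACHC 3 differed from ISACHC 1 in 6 transcripts, 1 higher and 5 lower. Between ISACHC 3 and ISACHC 2 no transcript passed limma's adjusted threshold, although 8288 had an unadjusted p < 0.05. That 0 depended on single dogs, since 1483 transcripts passed without ISACHC 3 dog 12, 1226 without ISACHC 3 dog 5 and 64 to 403 without any 1 of 5 other dogs, and array weights gave 584. Under the methods' ANOVA and Tukey HSD, which does not adjust the pairwise p over probes, the numbers were 3509 for ISACHC 2 and ISACHC 1, 654 for ISACHC 3 and ISACHC 1, and 2068 for ISACHC 3 and ISACHC 2. The log ratio of the spike-in RNA, which was added from outside, also differed between ISACHC 2 and ISACHC 1, and 238 transcripts differed between these classes when it was a covariate.

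**Figure D1:**
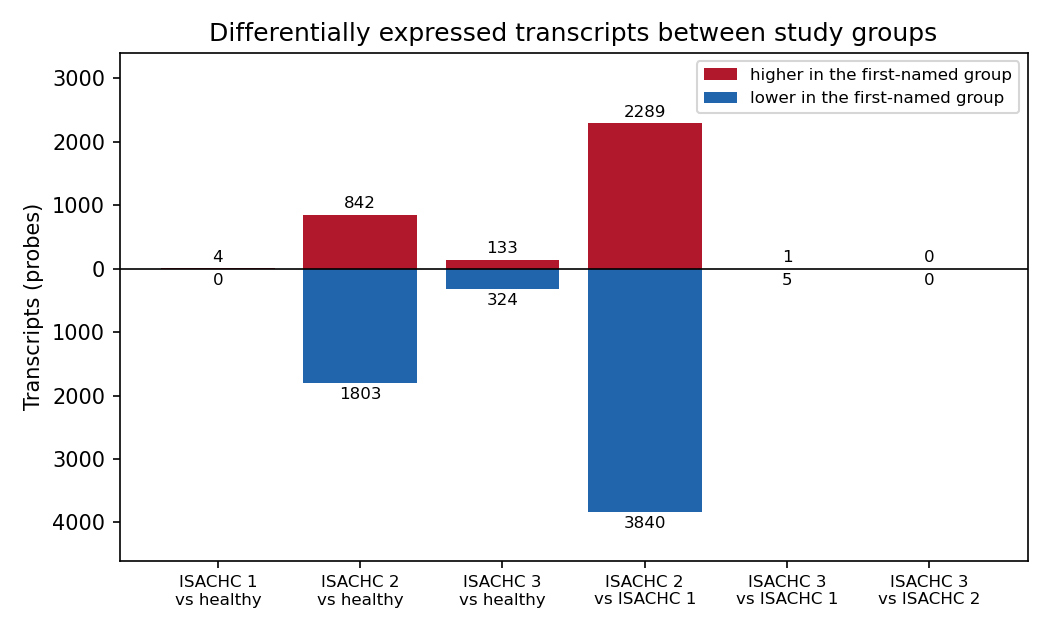
Number of transcripts past an adjusted p < 0.05 (vertical axis, limma) for each pair of study groups (horizontal axis). Bars above 0 count transcripts higher and bars below 0 count transcripts lower in the group named first, and the comparison of ISACHC 2 with ISACHC 1 has the tallest bars, with 2289 and 3840 transcripts.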

**Table 1:** **The number of differentially expressed genes in dogs with different ISACHC stages of heart disease**

Name of group	ISACHC 2	ISACHC 1	Healthy dogs
ISACHC 3	2140	696	1170
ISACHC 2	-	3499	2964
ISACHC 1	-	-	426

### Heart failure specific and ISACHC stage specific genes

The next step of our analysis was to identify heart-failure-specific genes. This means genes which were differentially expressed in all dogs with heart disease, despite the stage of the disease. 

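Against the 14 healthy dogs, 2645 transcripts passed the threshold in ISACHC 2, 457 in ISACHC 3 and 4 in ISACHC 1 (limma, adjusted p < 0.05). In ISACHC 2, 842 of them rose and 1803 fell, with a median absolute log2 change of 0.71 and 460 beyond a 2-fold change. In ISACHC 3, 133 rose and 324 fell, with a median absolute log2 change of 0.89. All 4 transcripts of ISACHC 1 rose, and 3340 had an unadjusted p < 0.05 there, while quantile normalization gave 11 higher and 3 lower. The largest rises in ISACHC 2 were 7.25-fold (standard error of log2 0.76, limma adjusted p = 0.0197, 11 of 13 dogs above the healthy mean) and 6.09-fold (standard error of log2 0.54, limma adjusted p = 0.00695, 12 of 13 dogs). The first transcript varied widely within groups, with log2 ratios of -1.64 ± 1.82 (SD, n = 14) in healthy dogs and 1.21 ± 2.14 (SD, n = 13) in ISACHC 2. It rose 4.37-fold in ISACHC 1 and 3.98-fold in ISACHC 3 without passing (limma adjusted p = 0.453 and 0.211). The second had medians of 1.79 in ISACHC 2 and 0.12 in healthy dogs. It also rose 4.93-fold in ISACHC 3 (limma adjusted p = 0.0241), a call lost without any 1 of 3 dogs (limma adjusted p up to 0.054). The transcript with the largest fall in ISACHC 2, chosen like these after its values were seen, was that of probe A_11_P159033, whose log2 ratio to the pool was 0.15 ± 1.41 (SD, n = 14) in healthy dogs and -2.15 ± 1.07 (SD, n = 13) in ISACHC 2. Its log2 change was -2.30 (standard error 0.48, limma adjusted p = 0.00695), and all 13 dogs lay below the healthy mean. Probe A_11_P0000016785, likewise chosen after its values were seen, had a log2 change of -2.11 in ISACHC 2 (standard error 0.59, limma adjusted p = 0.025), where its log2 ratio was -2.89 ± 2.31 (SD, n = 13). ISACHC 2 dogs 11 and 12 lay at -8.90 and -6.84, and the medians were -2.01 in ISACHC 2 and -0.88 in healthy dogs. Its change in ISACHC 3 was -2.00 (standard error 0.60), with an adjusted p = 0.0851, and all 12 dogs of that class lay below the healthy mean. The split of the ISACHC 2 list into higher and lower transcripts was 1168 and 1164 when arrays were centred on their medians, and 513 and 1794 after quantile normalization. Breed as a covariate was coded only as dachshund or other. With it 1431 transcripts passed in ISACHC 2, 71 in ISACHC 3 and 0 in ISACHC 1 (limma, where 3956 had an unadjusted p < 0.05). As all ISACHC 3 dogs were dachshunds, the breed effect taken out there was estimated from the other groups. Among dachshunds alone the numbers were 20, 81 and 1 in the same order. Fewer dogs alone gave as short a list in ISACHC 2, as 86 of 100 random subsets with the dachshunds' group sizes had 20 transcripts or fewer, and the median share of the change over all dogs that the 2645 transcripts showed in dachshunds was 1.13. Limma also put 0 in ISACHC 1 with the spike-in log ratio as a covariate, where 4831 had an unadjusted p < 0.05, and with that ratio and the negative control as covariates, where 5041 did.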

The comparison between healthy and ISACHC 1 group revealed 426 differentially expressed transcripts; between healthy and ISACHC 2 dogs revealed 2964 differentially expressed transcripts and between healthy and ISACHC 3 dogs revealed 1170 differentially expressed transcripts. Among these three sets of differentially expressed genes there were 117 common transcripts. However, since some genes are represented on the array by more than one spot, we verified the consistency of differential expression in all the spots representing the same genes to eliminate false positive results. Moreover, the ontologies of all the transcripts are not known. 

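Transcripts of 2 probes rose in ISACHC 1, ISACHC 2 and ISACHC 3 alike at an adjusted p < 0.05, and none fell in all 3 classes (limma), while quantile normalization gave 3 that rose and 2 that fell. Probe A_11_P0000031372 had a log2 ratio of -1.30 ± 0.88 (SD, n = 14) in healthy dogs and rose 3.67-fold in ISACHC 1, 2.67-fold in ISACHC 2 and 2.82-fold in ISACHC 3 (standard errors of log2 0.36, 0.36 and 0.37, limma adjusted p = 0.0431, 0.0165 and 0.029). Probe A_11_P000006993 had a log2 ratio of -0.59 ± 0.77 (SD, n = 14) in healthy dogs and rose 3-fold, 2.11-fold and 2.79-fold in the same order (standard errors of log2 0.31, limma adjusted p = 0.0431, 0.0283 and 0.0118), with 13 of 13, 11 of 13 and 12 of 12 dogs above the healthy mean. The first probe missed the threshold in ISACHC 1 without any 1 of 24 dogs, with an adjusted p of up to 0.124, and the second without any 1 of 30, with up to 0.133. ISACHC 2 and ISACHC 3 shared 153 transcripts changed in the same direction, where independent lists of these lengths would share 16. The comparisons share their healthy dogs, and simulated unchanged groups, with lists as long taken by their p-values, shared 135 on average (42 to 294 over 50 draws). In the same draws 0.82 transcripts on average (0 to 3) were common to all 3 classes, where independent lists would give 0.000236. No class was changed in these draws, so they do not show what lists of changed transcripts would share through the healthy dogs alone. With the healthy dogs split into 3 parts, 1 for each class, lists as long shared a median of 65 between ISACHC 2 and ISACHC 3 (29 to 96 over 20 splits) and 0 among all 3. The methods' ANOVA and Tukey HSD put 124 transcripts in all 3 comparisons. Limma put 0 there with breed as a covariate, with the spike-in log ratio as a covariate, with that ratio and the negative control as covariates, and with the patient number as a block, where in this order 460, 1532, 1539 and 561 transcripts had an unadjusted p < 0.05 and the same direction in all 3 classes.

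**Figure D2:**
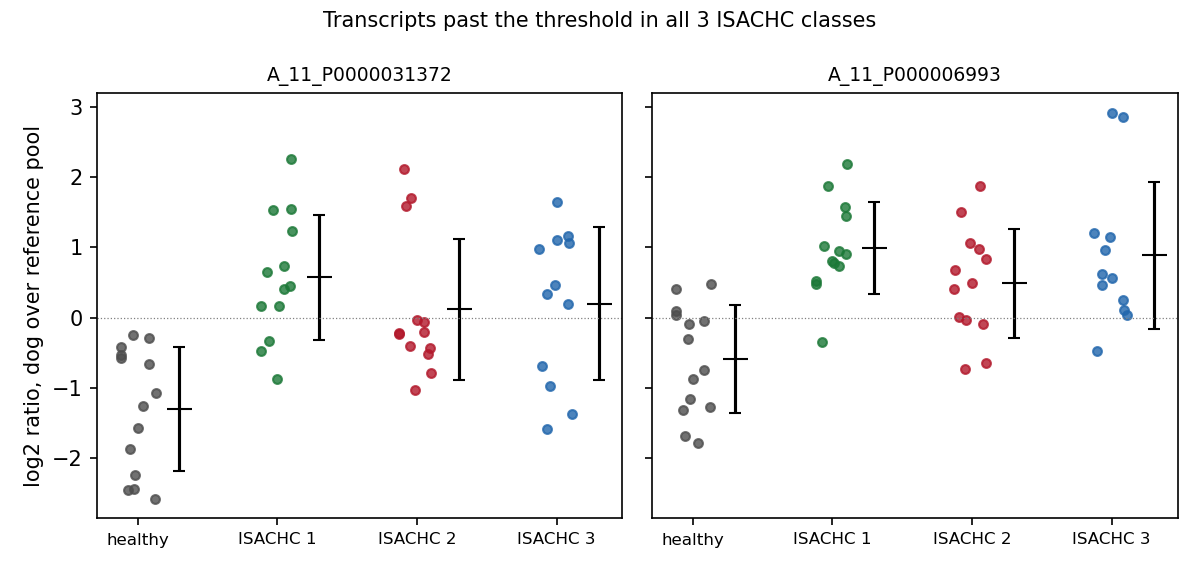
Log2 ratio of each dog over the reference pool (vertical axis) for the 2 probes past the threshold in all 3 classes, by study group (horizontal axis). Each point is 1 dog and the black marks give the mean and SD, and all 13 ISACHC 1 dogs lie above the healthy mean for both probes.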

Taking into consideration these two facts, a list of 71 heart - failure - specific genes of known ontologies was obtained (Table 2). The direction of changes in expression (up or down) of all 71 genes was the same in each disease stage. 

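All 124 transcripts that passed the Tukey HSD in each of the 3 classes had the same direction in each, 105 of them higher and 19 lower than in healthy dogs. Their median absolute log2 change was 0.66 in ISACHC 1, 0.74 in ISACHC 2 and 0.72 in ISACHC 3. The 3 comparisons share their healthy dogs, and in simulated unchanged groups 99.9% on average of the 124 transcripts with the smallest p-values across the 3 comparisons had a common direction too. With the healthy dogs split among the classes the median was 81.5%. Of all 4225 transcripts past the F test, 1475 (34.9%) deviated from the healthy dogs in the same direction in every class, against a simulated mean of 49.4%. Which of the probes stand for the 71 genes was not analysed here.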

If a gene was down-regulated, this means that it was down regulated in all three comparisons (healthy vs ISACHC 1; healthy vs ISACHC 2; healthy vs ISACHC 3).

**Table 2:** **The list of the differentially regulated heart**-**failure**-**specific genes in dogs with ISACHC heart failure**

GeneSymbol	Adjusted p-values	Regulation	Description
*ACTA1*	0.014573121	Up	Actin, alpha 1, skeletal muscle
*ACTA2*	0.039442863	Up	Actin, alpha 2, smooth muscle, aorta
*ACTC1*	0.024042822	Up	Actin, alpha, cardiac muscle 1
*ACTL7A*	0.024659734	Up	Actin-like 7A
*ADA*	0.01982955	Up	Adenosine deaminase F
*ATF4*	0.044055864	Up	Activating transcription factor 4
*CAMP*	0.018274972	Up	Cathelicidin antimicrobial peptide
*CAPG*	0.046687745	Up	Capping protein (actin filament), gelsolin-like
*CCL14*	0.024452273	Up	Chemokine (C-C motif) ligand 14
*CD151*	0.012394691	Up	CD151 molecule (Raph blood group)
*CD177*	0.010730711	Up	CD177 molecule
*CD300E*	0.0064891023	Up	CD300e molecule
*CORO1B*	0.03894925	Up	Coronin, actin binding protein, 1B
*CRYL1*	0.0078813145	Up	Crystallin, lambda 1
*CYBA*	0.031601883	Up	Cytochrome b-245, alpha polypeptide
*CYP27A1*	0.034636706	Up	Cytochrome P450, family 27, subfamily A, polypeptide 1
*DPEP2*	0.008431375	Up	Dipeptidase 2
*DSTN*	0.008163466	Up	Destrin (actin depolymerizing factor)
*EAF1*	0.03957692	Up	ELL associated factor 1
*EPHX2*	0.018156866	Up	Epoxide hydrolase 2, cytoplasmic
*FAM107A*	0.020942843	Up	Family with sequence similarity 107, member A
*FANCG*	0.0043643974	Down	Fanconi anemia, complementation group G
*FLOT2*	0.017366651	Up	Flotillin 2
*GP9*	0.0075741783	Up	Glycoprotein IX (platelet)
*GSN*	0.006870092	Up	Gelsolin
*HK3*	0.0073725334	Up	Hexokinase 3 (white cell)
*HP*	0.016630936	Up	Haptoglobin
*HPCAL1*	0.030948874	Up	Hippocalcin-like 1
*IL10RA*	0.046400532	Up	Interleukin 10 receptor, alpha
*KDELR1*	0.0037026592	Up	KDEL (Lys-Asp-Glu-Leu) endoplasmic reticulum protein retention receptor 1
*KLHDC8B*	0.015807072	Up	Kelch domain containing 8B
*LOC475113*	0.008475645	Up	Lymphocyte antigen 6B-like
*LOC491090*	0.027546933	Up	Similar to tubulin, alpha 1
*LSM10*	0.0052581653	Up	LSM10, U7 small nuclear RNA associated
*MAPK1*	0.03080859	Up	Mitogen-activated protein kinase 1
*ME1*	0.016186723	Up	Malic enzyme 1, NADP(+)-dependent, cytosolic
*MMP8*	0.008103578	Up	Matrix metallopeptidase 8 (neutrophil collagenase)
*MMRN1*	0.005678207	Up	Multimerin 1
*MOV10L1*	0.012869541	Up	Mov10l1, Moloney leukemia virus 10-like 1, homolog (mouse)
*MRPL37*	0.026399544	Up	Mitochondrial ribosomal protein L37
*MVP*	0.008610116	Up	Major vault protein
*MYL6*	0.032878894	Up	Myosin, light chain 6, alkali, smooth muscle and non-muscle
*MYL6B*	0.008475645	Up	Myosin, light chain 6B, alkali, smooth muscle and non-muscle
*N4BP2*	0.01824313	Down	NEDD4 binding protein 2
*NAGPA*	0.038744777	Up	N-acetylglucosamine-1-phosphodiester alpha-N-acetylglucosaminidase
*NEIL1*	0.030278882	Down	Nei endonuclease VIII-like 1 (E. coli)
*NQO2*	0.037860617	Up	NAD(P)H dehydrogenase, quinone 2
*NRGN*	0.014320144	Up	Neurogranin (protein kinase C substrate, RC3)
*NSG1*	0.009202879	Up	Neuron specific gene family member 1
*PARVB*	0.025306692	Up	Parvin, beta
*PCGF2*	0.015807072	Up	Polycomb group ring finger 2
*PGLYRP1*	0.0151561815	Up	Peptidoglycan recognition protein 1
*PPP1R3D*	0.0077612605	Up	Protein phosphatase 1, regulatory (inhibitor) subunit 3D
*PTGER3*	0.0045230556	Up	Prostaglandin E receptor 3 (subtype EP3)
*PTPN9*	0.008163466	Up	Protein tyrosine phosphatase, non-receptor type 9
*RSU1*	0.046061113	Up	Ras suppressor protein 1
*SEPT5*	0.0062189046	Up	Septin 5
*SHC2*	0.02669537	Up	SHC (Src homology 2 domain containing) transforming protein 2
*SLC11A1*	0.0045230556	Up	Solute carrier family 11 (proton-coupled divalent metal ion transporters), member 1
*SLC27A2*	0.006745509	Up	Solute carrier family 27 (fatty acid transporter), member 2
*SLC2A6*	0.0045230556	Up	Solute carrier family 2 (facilitated glucose transporter), member 6
*TBC1D30*	0.030404283	Up	TBC1 domain family, member 30
*TBXAS1*	0.0049617672	Up	Thromboxane A synthase 1 (platelet)
*TCIRG1*	0.023556981	Up	T-cell, immune regulator 1, ATPase, H + transporting, lysosomal V0 subunit A3
*TIMP1*	0.0043643974	Up	TIMP metallopeptidase inhibitor 1
*TOP3B*	0.02519754	Up	Topoisomerase (DNA) III beta
*TRPV2*	0.0049617672	Up	Transient receptor potential cation channel, subfamily V, member 2
*TSPO*	0.004600876	Up	Translocator protein (18 kDa)
*TTC19*	0.0075741783	Down	Tetratricopeptide repeat domain 19
*VNN1*	0.031601883	Down	Vanin 1
*ZNF248*	0.004831977	Down	Zinc finger protein 248

After identifying heart - failure - specific genes we applied the same approach to a selection of each stage - specific genes. The 83 genes specific for ISACHC class 1 were identified (data not shown). 

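No transcript passed the threshold in ISACHC 1 while missing it in both other classes, since each of the 4 that rose in ISACHC 1 also rose in ISACHC 2 (limma, adjusted p < 0.05), where independent lists would share 0.0772 and simulated unchanged groups with lists as long shared 2.52 on average and up to 4. At an unadjusted p < 0.05, 1728 transcripts differed from healthy dogs in ISACHC 1 and in neither other class. By the methods' ANOVA and Tukey HSD 175 transcripts, not genes, were found in ISACHC 1 alone, 115 of them higher and 60 lower.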

The list of ISACHC class 2 - specific genes was the longest and consisted on 1247 genes (data not shown). 

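The list of transcripts past the threshold in ISACHC 2 and in neither other class held 2490, of which 790 were higher and 1700 lower than in healthy dogs. The numbers higher and lower were 1103 and 1089 when arrays were centred on their medians, 466 and 1682 after quantile normalization, and 3424 and 3577 with array weights. Compared with ISACHC 1 directly, 1728 of them (69.4%) also passed in the same direction. With the spike-in log ratio as a covariate 131 of the 2490 did, and the median change of all 2490 from ISACHC 1 was 0.43 on the log2 scale, against 0.65 without it. Compared with ISACHC 3, none passed by limma, while 1413 had an unadjusted p < 0.05 and 811 passed the Tukey HSD. The median change in the direction of ISACHC 2 was 0.70 on the log2 scale in ISACHC 2, where they were chosen, 0.26 in ISACHC 3 and 0.03 in ISACHC 1. Simulated unchanged groups gave means of 0.24 in both other classes. The simulated lists were as long and held the smallest p-values in ISACHC 2, with no transcript left out for passing in another class. They are therefore not class-specific lists like the observed one. Breed as a covariate gave a list of 1400 transcripts, 1257 of them among the 2490, and dachshunds alone gave 14, 11 of them among the 2490.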

In cases of most advanced disease, ISACHC 3, the list of specific genes was 200 (data not shown). These four lists of genes were subjected to further analysis.

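In ISACHC 3, 304 transcripts passed the threshold that did so in neither other class, 83 higher and 221 lower than in healthy dogs. Their median change in the direction of ISACHC 3 was 0.87 on the log2 scale there, 0.39 in ISACHC 2 and 0.32 in ISACHC 1, where simulated unchanged groups gave means of 0.33 and 0.32. The sign in ISACHC 2 was the same for 301 of the 304 transcripts (99.0%, simulated mean 93.6%), and that in ISACHC 1 for 285. The simulated lists were as long and held the smallest p-values in ISACHC 3, with no transcript left out for passing in another class. They are therefore not class-specific lists like the observed one. In direct comparisons 3 of the 304 passed against ISACHC 1 and 0 against ISACHC 2 by limma, where 173 had an unadjusted p < 0.05 and 100 passed the Tukey HSD. Breed as a covariate gave 40 transcripts, 27 of them among the 304, and the spike-in log ratio as a covariate gave 2146, 298 of them among the 304. Dachshunds alone gave 75, 30 of them among the 304, and leaving out 1 dog at a time gave 137 to 456.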

### Pathways connected with differentially expressed genes

Next we examined the differentially regulated genes for enrichment in any known canonical pathway. For this purpose the Pathway Studio software was used. The most interesting results were obtained from analysis of the Ariadne Receptor Signaling Pathways. The results of this analysis are presented in Tables 3, 4, 5, 6.

**Table 3:** **Ariadne pathways based on heart**-**failure**-**specific genes differentially regulated in dogs with ISACHC heart failure**

Ariadne receptor signaling pathways	The genes engaged in listed pathways	p-value
EphrinR - > actin signaling	*ACTA2*, *GSN*, *ACTA1*, *ACTC1*, *DSTN*	0.0179871
AngiotensinR - > CREB/ELK-SRF/TP53 signaling	*MAPK1*, *CYBA*, *NQO2*	0.0359593

**Table 4:** **Ariadne pathways based on ISACHC1**-**specific genes differentially regulated in dogs with ISACHC1 heart failure**

Ariadne receptor signaling pathways	The genes engaged in listed pathways	p-value
PTPRC - > BCL6 signaling	2	0.0221563
BradykininR - > STAT3 signaling	1	0.0349728
TNFR - > AP-1/ATF/TP53 signaling	2	0.0462323

**Table 5:** **Ariadne pathways based on ISACHC2**-**specific genes differentially regulated in dogs with ISACHC2 heart failure**

Ariadne receptor signaling pathways	The number of genes	p-value
UrokinaseR - > ELK-SRF signaling	9	0.0010517
IL4R - > ELK-SRF/HMGY signaling	9	0.00118083
PDGFR - > FOXO3A signaling	5	0.00176524
IL2R - > ELK-SRF/MYC signaling	8	0.00234544
AGER - > NF-kB signaling	6	0.00241572
IL15R - > NF-kB/NFATC signaling	6	0.0028208
IL7R - > FOXO/NF-kB signaling	6	0.00327501
InsulinR - > CTNNB/FOXA/FOXO signaling	5	0.0038699
FibronectinR - > CTNNB signaling	6	0.00434523
TNFRSF5/13B - > NFATC1 signaling	5	0.00459712
VEGFR - > CTNNB signaling	5	0.00459712
PTPRC - > STAT6 signaling	2	0.00520887
FGFR - > AP-1/CREB/CREBBP/ELK-SRF/MYC signaling	10	0.00699557
HGFR - > FOXO3A signaling	4	0.00709744
AdenosineR - > NF-kB signaling	7	0.0071087
ErythropoietinR - > FOXO3A signaling	4	0.00859443
TLR3 - > NF-kB signaling	3	0.00948063
ICAM2 - > CTNNB/FOXO/STAT3 signaling	5	0.00974526
CD19 - > NF-kB signaling	5	0.00974526
InsulinR - > ELK-SRF/SREBF signaling	7	0.0104641
FibronectinR - > AP-1/ELK-SRF/SREBF signaling	10	0.0106044
Notch - > NF-kB signaling	5	0.0111183
GHR - > NF-kB signaling	5	0.0111183
IL12R - > NF-kB/NFATC signaling	5	0.0126187
DopamineR2 - > NF-kB signaling	5	0.0126187
ThrombinR - > NF-kB signaling	5	0.0126187
ErythropoietinR - > NF-kB signaling	6	0.0138912
AGER - > CREB/SP1 signaling	5	0.0142517
AngiopoietinR - > FOXO signaling	4	0.0142826
VEGFR - > FOXO3A signaling	4	0.0166053
CholinergicRm - > CREB/ELK-SRF signaling	10	0.0174704
B-cell receptor - > NFATC signaling	5	0.0179347
ErythropoietinR - > AP-1/CREB/MYC signaling	8	0.0182859
EDG2 - > ELK-SRF signaling	7	0.0189356
SerotoninR1 - > FOS signaling	10	0.019617
HGFR - > AP-1/CREB/MYC signaling	8	0.0209776
IGF1R - > CEBPA/FOXO1A signaling	4	0.0219319
FcIgER - > ELK-SRF signaling	7	0.0220582
TLR1/2/6 - > NF-kB signaling	5	0.0222033
DopamineR2 - > AP-1/CREB/ELK-SRF signaling	9	0.024631
GDNF - > HSF1 signaling	7	0.025526
ThrombopoietinR - > AP-1/CREB/ELK-SRF/MYC signaling	8	0.0255337
VEGFR - > AP-1/CREB/MYC signaling	8	0.0289362
MacrophageR - > CEBPB/NF-kB signaling	5	0.0326186
TLR3 - > IRF signaling	2	0.0326546
FibronectinR - > NF-kB signaling	6	0.032985
GHR - > ELK-SRF/MYC signaling	6	0.0355346
B-cell receptor - > NF-kB signaling	6	0.0382096
CholinergicRn - > CREB signaling	5	0.0388136
NTRK - > FOXO/MYCN signaling	4	0.0394373
EGFR - > AP-1/CREB/ELK-SRF/MYC signaling	8	0.0410289
IL6R - > STAT signaling	2	0.0423644
PDGFR - > AP-1/MYC signaling	7	0.043159
CD38 - > NF-kB signaling	7	0.043159
KIT - > MITF signaling	6	0.043943
NTRK - > AP-1/CREB/ELK-SRF/MYC/SMAD3/TP53 signaling	8	0.0457237
PTAFR - > AP-1/ATF1/CREB/ERK-SRF signaling	9	0.0466592
IGF1R - > MEF/MYOD/MYOG signaling	6	0.0470043
CD19 - > AP-1/ELK-SRF signaling	6	0.0470043
PTAFR - > NF-kB signaling	6	0.0470043
ThrombopoietinR - > SPI1 signaling	4	0.0481701

**Table 6:** **Ariadne pathways based on ISACHC3**-**specific genes differentially regulated in dogs with ISACHC3 heart failure**

Ariadne receptor signaling pathways	The number of genes	p-value
HGFR - > FOXO3A signaling	3	0.00563574
ERBB2/3 - > EP300/ETS/ETV/SP1 signaling	5	0.01015
EGFR/ERBB2 - > HIF1A signaling	5	0.0128385
TNFRSF5/13B - > NFATC1 signaling	3	0.0152928
HGFR - > AP-1/CREB/MYC signaling	5	0.0216208
AdenosineR - > NF-kB signaling	4	0.0217062
ICAM2 - > CTNNB/FOXO/STAT3 signaling	3	0.0242659
NeurotensinR - > ELK-SRF/AP-1/EGR signaling	5	0.0248821
IL2R - > ELK-SRF/MYC signaling	4	0.0259176
InsulinR - > ELK-SRF/SREBF signaling	4	0.0274252
GHR - > ELK-SRF/MYC signaling	4	0.0274252
KIT - > MITF signaling	4	0.032265
IGF1R - > MEF/MYOD/MYOG signaling	4	0.033985
UrokinaseR - > ELK-SRF signaling	4	0.0357589
IL4R - > ELK-SRF/HMGY signaling	4	0.0375869
FibronectinR - > CTNNB signaling	3	0.0381165
EDG2 - > ELK-SRF signaling	4	0.0394692
EGFR/ERBB3 - > MEF/MYOD/NFATC/MYOG signaling	6	0.0414187
FcIgER - > ELK-SRF signaling	4	0.0433973
EGFR - > NCOR2 signaling	4	0.0454432
GDNF - > HSF1 signaling	4	0.047544
ErythropoietinR - > ELK-SRF/FOS signaling	5	0.0477064

### Real-time RT-PCR

To validate microarray data we selected three genes for Real-time PCR analysis (*ACTA2*, *TIMP1*, *MMP8*). The changes in the expression of these three genes measured using Real-time qPCR were similar to gene expression changes observed in the microarray studies (Figures 1, 2, 3).

**Figure 1:**
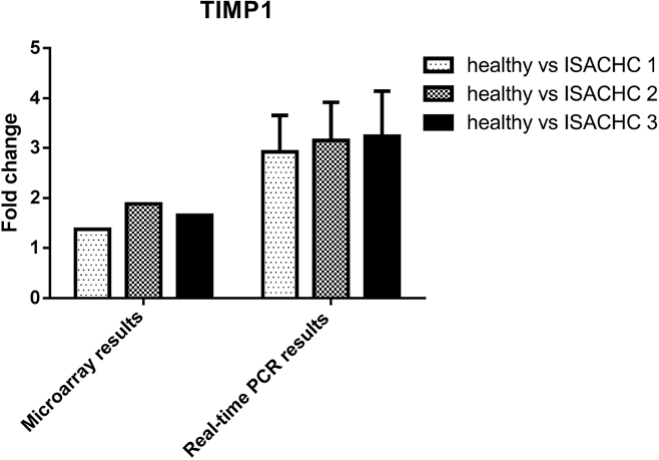
**The expression TIMP1 gene measured with microarray and Real-time PCR in dogs with different ISACHC stages of heart disease.**

**Figure 2:**
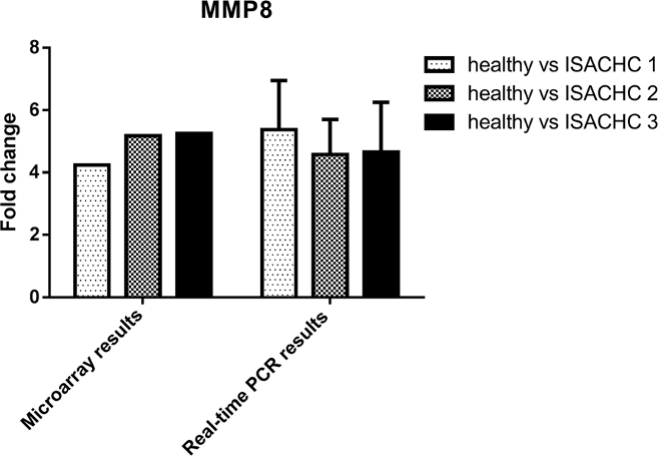
**The expression MMP8 gene measured with microarray and Real-time PCR in dogs with different ISACHC stages of heart disease.**

**Figure 3:**
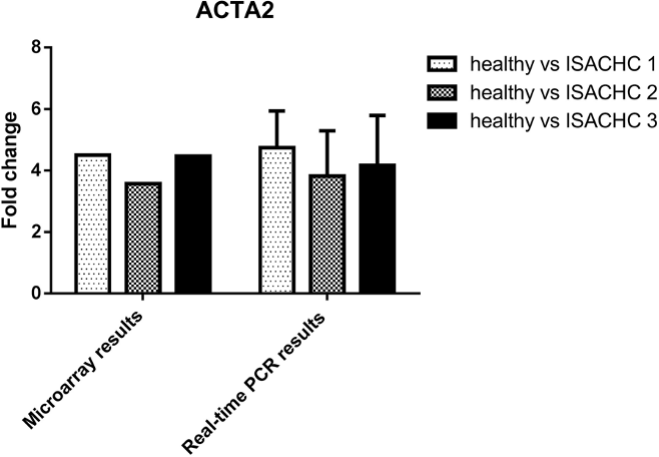
**The expression ACTA2 gene measured with microarray and Real-time PCR in dogs with different ISACHC stages of heart disease.**

## Discussion

Heart failure in dogs does not occur as frequently as it does in humans and is mainly caused by two diseases, namely endocardiosis (also referred to as myxomatous valve disease or chronic degenerative valvular disease) and dilated cardiomyopathy. Both these diseases can lead to congestive heart failure and the associated clinical signs. Since the molecular background of these diseases, especially endocardiosis, is still far from fully elucidated, the search for any specific markers (prognostic, therapeutic) of this disease would be of great value.

In the present study we evaluated the transcriptomic profile of peripheral blood nuclear cells of dogs with different stages of heart disease. Since the whole analysis resulted in the huge number of differentially expressed transcripts (4579) we decided to identify two types of genes - 1) genes differentially expressed in all affected dogs, despite the ISACHC stage (so called heart-failure-specific genes) and 2) genes differentially expressed in each of ISACHC stages (so called ISACHC stage-specific genes). This approach seems reasonable because if the gene is regulated in all patients with heart failure, despite the stage of the disease, it could be a potential marker of heart disease in dogs. On the other hand the identification of each ISACHC stage-specific gene give the opportunity to identify markers of heart disease progression (i.e. form stage I to stage II or from stage II to stage III).

The list of heart-failure specific genes included 117 transcripts for which we were able to identify 71 specific genes. Among these genes we were able to identify three α-SMA genes which are considered as a markers of muscle cells. This phenomenon could suggest the presence of myofibroblasts (circulating fibroblasts) in the peripheral blood nuclear cells of dogs with heart failure. Similar observation has been recently published in humans with atrial fibrillation what could indicate that heart disease could be related with the presence of α-SMA containing cells in the blood [17]. However, α-SMA containing cells could also be of hematopoietic progenitor cells origin so their source in the blood of heart disease patients is still unclear [18]. Moreover, our results of flow cytometer analysis showed that the percentage of α-SMA positive cells in peripheral blood mononuclear cells of three dogs with ISACHC class 2 heart failure was between 0.2-0.5% (Additional files 1, 2). Whether these cells could be a marker of heart disease remains a pure speculation. Other genes present among 71 heart failure specific genes have been previously related to heart failure or involved in heart disease development. Examples include matrix metallopeptidase 8 (*MMP8*) and TIMP metallopeptidase inhibitor 1 (*TIMP1*). It is known that remodelling of the extracellular matrix (ECM) occurs during heart failure and the matrix metalloproteinases and their tissue inhibitors are involved in this process [19]. Initially *MMP*-*8* was considered to be only expressed in peripheral inflammatory cells, but its myocardial sources could be endogenous cell types such as mast cells [20]. The level of *MMP8* is increased during left ventricular remodelling following myocardial infarction in rats [21]. Our study showed that the expression of *MMP8* is increased in all study groups in comparison to healthy control dogs (over a 4 fold change). Moreover, these results were confirmed with Real-time PCR (Figure 2). The study conducted by Oyama and Chittur revealed that the expression of *TIMP1* was over 4 times higher in dogs with endocardiosis than in healthy dogs [4]. Our results (both microarray and Real-time PCR) showed a similar tendency. Another gene identified as heart - failure - specific one was haptoglobin (*HP*). The expression of *HP* was higher (over 2.4 fold change) in diseased dogs than in control dogs. In humans the functional allelic polymorphism in the *HP* gene plays a key role in determining survival and presence of congestive heart failure after myocardial infarction [22]. However, it seems quite impossible that single gene expression could influence the complex processes of heart disease development. Rather relationships and interactions between differentially expressed genes could play a key role. In order to evaluate these possibilities we used the Pathway Studio software. This database gives the opportunity to find genes involved in different kinds of signalling pathways. Pathway Studio software can also group differentially expressed genes on the basis of their molecular function and biological processes in which they are involved. The genes differentially expressed with statistical significance identified as heart-failure-specific were involved in regulation of two canonical pathways, namely angiotensinR - > CREB/ELK-SRF/TP53 signalling and ephrinR - > actin signalling. The first signalling pathway shows the relation between the expression of angiotensin receptors and CREB/ELK-SRF/TP53 transcription factors and indicates that the combined activation of CREB/ELK-SRF/TP53 leads to angiotensin receptor activation during the disease process. Serum response factor (*SRF*) is a transcription factor which regulates many immediate-early genes and is required for the appearance of beating sarcomeres in the heart [23]. *SRF* activates genes involved in smooth muscle differentiation and proliferation by recruiting muscle-restricted cofactors, such as ternary complex factors (TCFs) of the ETS-domain family, for example *ELK*-*1* [24]. Changed expression of *ELK*-*4* in peripheral blood nuclear cells in patients with refractory ischemic end-stage heart failure were also seen in our previous study [25] and Kuner et al. recognized *ELK*-*4* as potential interaction partner necessary for creating network of regulatory genes in ischemic cardiomyopathy [26]. Since CREB/ELK-SRF/TP53 transcription factors target angiotensin receptors in dogs with heart failure, it clearly proves that the function of the failing heart is directly correlated with renal function and that in cases of heart disease we could observe changes in the function of renin-angiotensin-aldosterone axis. Such a conclusion was also drawn from one of our previous studies in which we were able to identify that transcriptomic profile of peripheral blood nuclear cells in humans after acute heart failure is correlated with the creatinine (marker of kidney function) level in the blood [27].

Since the lists of genes specific for each heart failure stage were much longer than the list of heart-failure-specific genes we also ran the Pathway Studio analysis to obtain information on significantly regulated signalling pathways in each ISACHC stage (Tables 4, 5, 6). While analysing these results one has to remember that ISACHC 1 heart failure stage encompasses patients without clinical signs of heart disease, ISACHC 2 stage includes dogs with compensated clinical signs and ISACHC 3 stage includes dogs with uncompensated heart failure. Having this in mind one could conclude the very long list of differentially regulated genes as well as significantly regulated signalling pathways in ISACHC 2 patients is not only the results of heart disease but also the result of many different compensatory mechanisms which were triggered in order to restore homeostasis. On the other hand in ISACHC 3 patients, the majority of these mechanisms are no longer in place so the list of regulated genes and pathways is much shorter. 

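Of the 2645 transcripts that differed between ISACHC 2 and healthy dogs, 2416 (91.3%) had the same sign in ISACHC 3, with a median change in that direction of 0.28 on the log2 scale. In ISACHC 1, 1553 (58.7%) had the same sign, with a median of 0.04. Simulated unchanged groups, made from residuals of all dogs dealt at random to the groups, gave means of 88.2% and 87.8%. Their ranges were 74.0% to 99.4% and 67.4% to 99.7%, so the share in ISACHC 3 lay within its range and that in ISACHC 1 below it. No class was changed in these draws, while the observed list was chosen by changes in ISACHC 2. Such a list may share fewer signs with an unchanged class, so these ranges do not decide whether ISACHC 3 or ISACHC 1 shares the changes. With the healthy dogs split among the classes, the medians were 68.3% in ISACHC 3 and 40.7% in ISACHC 1. With the spike-in log ratio as a covariate, 2843 transcripts differed between ISACHC 3 and healthy dogs and 3132 between ISACHC 2 and healthy dogs (limma, adjusted p < 0.05). All 457 found in ISACHC 3 without the covariate were among the 2843.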

Based on our results it could be concluded that for the ISACHC 1 group, the specific changes in the transcriptome include the regulation of protein tyrosine phosphatase kinase receptors, bradykinin receptor and tumor necrosis factor receptor. These changes seem to be rather unspecific for heart disease and probably reflect only the reaction of the body to progressed disease, not the progression of the disease itself. In case of ISACHC 2 specific genes and pathways the interpretation of the obtained results is complex but in our opinion it is worth to point out that in addition to the statistically significant regulation of many inflammatory pathways and growth factors, we also see changes in the regulation of transcription factors targeted at platelet-mediated mediators and *PTAFR* (platelet-activating factor receptor). Anti-platelet therapy is one of the standard approaches in the treatment of patients with heart failure in humans and the regulation of this receptor was also identified in our previous study on patients with end-stage ischemic heart failure [25]. Platelet-activating factor may play a critical role in the development of severe heart failure coupled with resulting multiple organ failure, as seen in the Munakata et al. study performed on dogs with left ventricular assistance post coronary ligation [28]. This study showed that it may also be beneficial for dogs with clinical signs of severe heart disease to receive some form of anti-platelet therapy.

In the pathways significantly regulated in ISACHC 3 patients, we were able to identify for the first time the presence of transcription factors targeting EGFR/ERBB2. The ErbB2(HER2)-dependent signalling pathway is involved in proper myocardium function, structure and contractility [29–31]. The ErbB2 (*HER2*) receptor is responsible for the activation of several transcription factors, including *AP*-*1* (also in heart muscle hypertrophy) and nuclear factor kappa B (involved in the response to oxidative stress) [32]. It could play a key role in dilated cardiomyopathy prevention [33]. In mice with *ErbB2* gene deletion a gradual development of systolic myocardial dysfunction has been observed, occurring with myocardium thinning and heart ventricles distension [34]. In mice the binding of neuregulin-1 (*NRG*-*1*) to the *HER2* receptor is cardioprotective [35]. Since there is no data in the literature in this field obtained from dogs, we could only speculate that the regulation of ErbB2 signalling pathway in dogs with ISACHC 3 heart failure could be the feature of end-stage heart failure also in this species. But this observation requires further investigation.

## Conclusions

The transcriptomic profile of peripheral blood nuclear cells in dogs with heart failure seems to reflect the presence of clinical signs of the disease in patients. Such a conclusion could be drawn from the observation that the longest list of differentially expressed genes as well as signalling pathways were identified in ISACHC 2 group of patients, those first to show clinical signs of heart failure. 

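By the numbers of transcripts that differed from healthy dogs, the classes ranked ISACHC 2, ISACHC 3 and ISACHC 1, both by limma and by the methods' ANOVA and Tukey HSD, where the numbers were 3021, 1162 and 457. Of the transcripts in ISACHC 2, 2159 passed both tests. The order of ISACHC 2 and ISACHC 3 was the opposite among dachshunds alone, and it was so in 21 of 100 random subsets of all dogs with the same group sizes, while ISACHC 2 had more in 31 and the numbers were equal in 48. Leaving out 1 dog at a time gave 1251 transcripts (without healthy dog 9) to 3959 in ISACHC 2, 232 (without ISACHC 3 dog 7) to 625 in ISACHC 3 and 0 to 8 in ISACHC 1, so that the order of the classes held without any 1 dog. Age differed between the groups too, and by the paper's ranges the youngest dog of ISACHC 2 was older than that of any other group. Its part in this order was not tested and is not separated from class. With the spike-in log ratio as a covariate the numbers were 3132 in ISACHC 2 and 2843 in ISACHC 3. An order of list lengths is not a test that these 2 classes differ. Compared directly, they differed in 0 transcripts by limma and in 2068 by the Tukey HSD. From the longest list of transcripts and pathways in ISACHC 2, the class that is the first to show clinical signs, the paper concludes that the profile of blood cells seems to reflect the presence of those signs.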

The development of heart failure in dogs results in changed expression of genes involved in the regulation of the renin-angiotensin-aldosterone axis in peripheral blood nuclear cells whereas end-stage heart failure could be reflected by activation of transcription factors targeting at the ErbB2 receptor.

## Methods

### Animals

This study complies with national and institutional guidelines on the use of animals in clinical research according to the Polish legal act from January 21st, 2005 (Ustawa o doświadczeniach na zwierzętach z dnia 21 stycznia 2005 r. (Dz. U. z 2005 r. Nr 33, poz. 289 z późn.zm.)), concerning experiments performed on client owned animals. Before enrolling a dog into the study an informed consent from its owner was obtained and a high standard of care was adhered to throughout each examination. A prospective analysis and studies were carried out on dogs submitted to the Cardiology Service of the Small Animal Clinic, Faculty of Veterinary Medicine, School of Agriculture in Warsaw. The clinical picture of the animals included: animal history, clinical examination, echocardiographic examination and where applicable electrocardiographic and radiographic examinations. Dogs with recognized heart disease were classified according the ISACHC (International Small Animal Cardiac Health Council) classification scheme as class 1 (asymptomatic) - 13 dogs, class 2 (mild to moderate heart failure) - 13 dogs and class 3 (severe heart failure) - 12 dogs. The control group consisted of 14 healthy dogs. Study population characteristics are shown in Table 7. Statistical analyses of clinical parameters were performed using GraphPad Prism version 5.00 (GraphPad Software, Inc., USA).

**Table 7:** **Study population characteristics (data are shown as mean** ± **SD)**

ISACHC		Healthy	ISACHC 1	ISACHC 2	ISACHC 3
n = 52		14	13	13	12
Breeds		Dachshund (5), German Shepherds (6), Labrador retriever (1), German Pointer (1), Rottweiler (1)	Dachshund (10), Labrador retriever (1), Miniature poodle (1), Standard schnauzer (1)	Dachshund (9), Cocker spaniel (2), Airedale terrier (1), Standard schnauzer (1)	Dachshund (12)
Age range		1.4 - 10.5 years	5.75 - 14.0 years	9.8 - 15.2 years	7.25 - 15.2 years
Sex	Males	8	7	7	10
	Females	6	6	6	2
EF		66.08 ± 7.99	72.93 ± 9.33	77.0 ± 8,90**	83.08 ± 4.96***
HR		107.3 ± 18.90	113.7 ± 26.08	134.0 ± 21.29*	140.7 ± 19.43**

*Statistically significant difference vs healthy dogs with p<0.05; **statistically significant difference vs healthy dogs with p<0.01; ***statistically significant difference vs healthy dogs with p<0.001.

### Clinical and laboratory examinations

The clinical and laboratory examinations included: complete physical examination, including thoracic auscultation, assessment of dyspnoea, cough, heart rate, presence of heart murmurs, mucosal membrane colour, pulse, palpation of thorax and abdomen as well as additional cardiologic examinations: echocardiography, electrocardiography (I, II,III, aVL, aVF and aVR leads) in dogs with arrhythmias, radiography in dogs with suspicion of congestive heart failure, and blood pressure measurement (Doppler method). All of above mentioned examinations were carried out by one clinician from the Cardiology Service of Small Animal Clinic at Faculty of Veterinary Medicine. The blood morphology and biochemistry analyses were conducted in the Laboratory of Small Animal Clinic.

All examinations were performed at rest without pharmacological restraint. A transthoracic echocardiographic (TTE) examination was performed in all dogs with an Aloka 4000 ultrasound machine equipped with a cardiology programs and 2.5 - 7-megahertz (mHz) sector transducers. Electrocardiographic examination (leads I, II, III, aVL, aVF and aVR) were performed with a BTL-08 MD machine. Radiological examination of the chest were performed with the G&E Prestige II X-ray machine. The blood samples for the transcription profile analysis were collected from client-owned dogs during routine veterinary examinations.

### RNA isolation, validation, labelling, and hybridization

Blood samples were drawn from the cephalic or jugular veins and collected in Rneasy Protect Animal Blood Tubes (Qiagen, USA). Total RNA from peripheral blood nuclear cells was isolated using a Rneasy Protect Animal Blood Kit (Qiagen, USA). Isolated RNA samples were dissolved in 30 μl of REB Buffer from the test kit. Next the RNA quantity was measured spectrophotometrically using a NanoDrop (NanoDrop Technologies, USA). The analysis of final RNA quality and integrity was performed with a BioAnalyzer (Agilent, USA). To ensure optimal data quality, only RNA samples with RIN number ≥7.5 were included in the analysis.

The analysis of gene-expression profile was performed using Canine (V2) Gene Expression Microarray, 4x44K (Agilent Technologies, USA). Each slide contained 4 microarrays representing about 45000 canine predicted mRNAs. The Quick Amp Labeling Kit (Agilent, USA) was used to amplify and label target RNA to generate complementary RNA (cRNA) for oligo microarrays used in gene expression profiling. Experiment was performed using a common reference design, where the common reference was a pool of equal amounts of RNA from 10 healthy dogs. On each two-color microarrays, we hybridized 825 ng of cRNA from the pool (labelled Cy3) and 825 ng of cRNA (labelled Cy5). In total we ran 52 microarrays - one for each patient. Microarray hybridization was performed with the Gene Expression Hybridization Kit (Agilent Technologies, USA), according to the manufacturer's protocols. RNA Spike In Kit (Agilent Technologies, USA) was used as an internal control. 

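The 10 spike-in probes moved together on each array, and their mean log2 ratio, the spike-in offset, ranged from -1.17 to 1.31 over the 52 arrays. It was 0.16 ± 0.30 (SD, n = 14) in healthy dogs, -0.34 ± 0.52 (SD, n = 13) in ISACHC 1, 0.27 ± 0.50 (SD, n = 13) in ISACHC 2 and -0.15 ± 0.61 (SD, n = 12) in ISACHC 3. ISACHC 1 lay below healthy dogs by 0.49 (two-sided permutation test, p = 0.00491, adjusted p = 0.0445 over 21 comparisons) and below ISACHC 2 by 0.61 (p = 0.00636, adjusted p = 0.0445). ISACHC 2 and ISACHC 3 were not distinguishable from healthy dogs (adjusted p = 0.612 and 0.24). The offset went with the first principal component of the 43603 transcripts, which held 22.8% of their variance, over the 52 dogs (r = 0.769, rho = 0.753, each with a permutation p of 1e-05, the smallest that 100000 resamples can give, and an adjusted p of 2.5e-05 over 5 relations). Without the 2 dogs farthest from the median offset r was 0.755. Within groups r was 0.693 in healthy dogs, 0.905 in ISACHC 1, 0.828 in ISACHC 2 and 0.733 in ISACHC 3, where it was 0.489 without the 2 farthest dogs and rho had an adjusted p of 0.0587. Within groups, 18012 transcripts (41.3%) rose or fell with the offset at an adjusted p < 0.05 (limma), 8624 of them upward and 9388 downward.

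**Figure D3:**
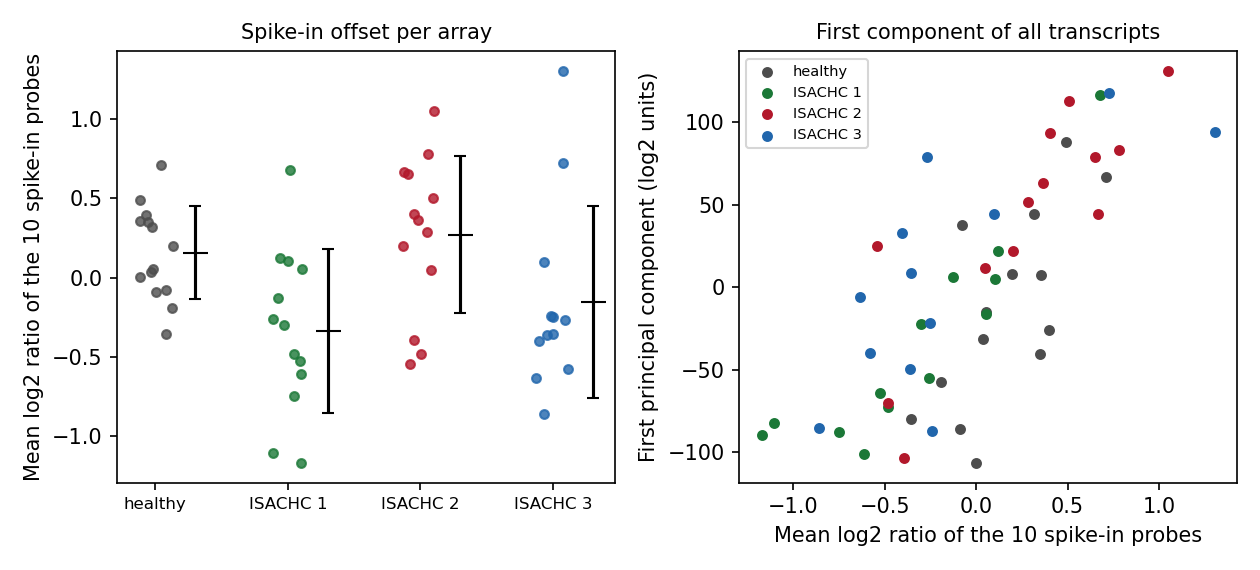
Left, the mean log2 ratio of the 10 spike-in probes (vertical axis) on each array by study group, with 1 point per dog and black marks for the mean and SD. Right, the first principal component of all transcripts (vertical axis, log2 units) against that mean (horizontal axis), with 1 point per dog, where dogs with a higher spike-in ratio also lie higher on the component (r = 0.769).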

Acquisition and analysis of hybridization intensities were performed using the Agilent DNA microarray scanner.

### Signal detection and statistical analysis

Data were extracted and background subtracted using the standard procedures contained in the Agilent Feature Extraction (FE) Software version 10.7.3.1. FE performs a Lowess normalization. The statistical analysis was performed using Gene Spring 12 software (Agilent, USA). 

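The median log2 ratio of the arrays ranged from -0.21 to 0.11, and their interquartile range from 0.43 to 1.22. Its group mean ran from -0.07 ± 0.08 (SD, n = 14) in healthy dogs to -0.11 ± 0.06 (SD, n = 13) in ISACHC 2 (permutation test over the 4 groups, p = 0.386, adjusted p = 0.579). Correlations between arrays over all transcripts ran from -0.33 to 0.664, so that no array was a copy of another. The negative control probe had a log2 ratio of -0.39 ± 0.45 (SD, n = 14) in healthy dogs, -0.47 ± 0.26 (SD, n = 13) in ISACHC 1, -0.17 ± 0.08 (SD, n = 13) in ISACHC 2 and -0.34 ± 0.30 (SD, n = 12) in ISACHC 3. Over the 4 groups its difference did not pass (permutation test, p = 0.0915, adjusted p = 0.24), and of the 6 pairs only ISACHC 2 and ISACHC 1 did. ISACHC 2 lay above ISACHC 1 by 0.30 (two-sided permutation test, p = 4e-04, adjusted p = 0.0084 over the comparisons of the spike-in, negative control and median values).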

The samples underwent quality control and the results showed that each sample had a similar QC metric profile. The next step was filtering probesets by flags to remove poor quality probes (absent flags). The statistical significance of the differences was evaluated using a one-way ANOVA and Tukey's HSD Post-hoc test (p < 0.05). A multiple testing correction was performed using Benjamini and Hochberg False Discovery Rate (FDR) < 5%. Microarray data were deposited at the Gene Expression Omnibus data repository under the number GSE48319 and followed MIAME requirements.

To identify signalling pathways and gene function the microarray data was analyzed using Pathway Studio 9.0 (Ariadne Genomics). This is a database consisting of millions of individually modelled relationships between proteins, genes, complexes, cells, tissues, drugs and diseases [36].

### Real-time RT-PCR

To verify microarray results on the expressions of *ACTA2* (the gene for the actin, alpha 2, smooth muscle, aorta), *MMP8* (the gene for the matrix metallopeptidase 8 (neutrophil collagenase)), *TIMP1* (the gene for the TIMP metallopeptidase inhibitor 1) were checked by real-time RT-PCR. The sequences of these genes were obtained from the Ensembl database. Primers were designed using Primer-Blast software (NCBI database) and then checked for secondary structures using Oligo Calculator (free on-line access). The secondary structures of the amplicon were examined using the mfold Web Server (free on-line access). *GAPDH* was used as a house keeping gene [37]. The sequences of the primers are listed in Table 8.

cDNA was synthesized using the Enhanced Avian HS RT-PCR Kit (Sigma-Aldrich, St. Louis, Missouri). All analyses were performed on individual samples of total RNA using a LightCycler FastStart DNA Master SYBR Green I kit (Roche Diagnostics GmBH, Germany) as follows: Mg^2+^ was added to a final concentration of 3 mM; pre-incubation at 95°C for 10 minutes; amplification (40 cycles) including denaturation at 95°C for 10 seconds, annealing – temperature and time specified in Table 8; melting curve including denaturation at 95°C for 0 seconds, annealing at 65°C for 15 seconds, continuous melting at 95°C for 0 seconds (slope = 0.1°C/s); cooling at 40°C for 30 seconds. Results were calculated using the 2^-ΔΔC^T method [38].

**Table 8:** **The sequences of the primers used in the study**

Primer	Forward	Reverse	Annealing conditions
ACTA2	GTGGGGATGGGACAAAAGG	GAAAGCACCGCCTGAATAG	60°C for 9 s
MMP8	CGATGCAGAAGAAACATGGA	TTGCTTGAAGGACCGTAGAT	60°C for 10 s
TIMP1	CTTAAACCGGCGTTATGAGA	GGGGATGGATGAACAGGTAA	60°C for 10 s
GAPDH	CTGGGGCTCACTTGAAAGG	CAAACATGGGGGCATCAG	59°C for 4 s

## Electronic supplementary material

Additional file 1: **Representative results of flow cytometric analysis showing negative control of immunofluorescence staining of peripheral blood mononuclear cells (PBMC) from dog number 1 with ISACHC 2 class heart failure.** PBMC were fixed, permeabilized and stained with secondary antibodies: chicken anti-mouse IgG conjugated with Alexa Fluor 488 (Molecular Probes, Life Technologies). The percentage of α-SMA positive cells is 0.0%; a) morphological flow cytometric parameters of analyzed cells gated on the basis of their size (forward scatter: FSC) and granularity (side scatter: SSC); b) cytogram of Alexa Fluor 488 positive cells (gate P2); c) histogram of Alexa Fluor 488 positive cells (gate P4); d) table showing population hierarchy of cells in cytograms a, b, and histogram c.

Additional file 2: **Representative results of flow cytometric analysis of peripheral blood mononuclear cells (PBMC) from dog number 1 with ISACHC 2 class heart failure, which were stained with antibodies against alpha smooth muscle actin (α-SMA).** PBMC were fixed, permeabilized and stained with monoclonal mouse anti- α-SMA antibodies (clone 1A4, Dako, Denmark), followed by incubation with secondary antibodies: chicken anti-mouse IgG conjugated with Alexa Fluor 488 (Molecular Probes, Life Technologies). The percentage of α-SMA positive cells is around 0.3%; a) morphological flow cytometric parameters of analyzed cells gated on the basis of their size (forward scatter: FSC) and granularity (side scatter: SSC); b) cytogram showing α-SMA –positive cells gated in gate P2; c) histogram showing α-SMA –positive cells gated in gate P4; d) table showing population hierarchy of cells in cytograms a, b, and histogram c.

How the deposited data were processed for this re-analysis (not part of the article)

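Blood RNA of 52 dogs was measured on 2-colour Agilent canine arrays against a common pool of RNA from 10 healthy dogs. The groups were taken from the sample labels and the paper, which give the same numbers of healthy dogs (14) and of dogs in ISACHC class 1 (13), class 2 (13) and class 3 (12). Each dog was 1 sample on 1 array. The breed of each dog is in the labels, while age and sex are given by group only and were not used in any fit. The slide on which an array lay was not used here.

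The authors made the deposited log2 ratios with Agilent Feature Extraction, for which the submitters' processing notes give version 10.7.3.1, by subtracting the background and applying a Lowess normalization within each array. The values are 1 table of 43644 rows and 52 columns with no missing value, and 41 of the rows are control probes. The sources used here do not state the log base. Spike-in probes lay at 1.59, -1.61 and -3.28 relative to the spike-in of equal amounts, close to the 3-fold and 10-fold ratios of the kit on a log2 scale. Whether the table was centred beyond the Lowess step is not given in the sources used here, and the column medians lay between -0.21 and 0.11. The direction, dog over pool, follows from the dyes in the labels and methods, and the lowest correlation between 2 arrays was -0.33.

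From these values, the 43603 probes that are not controls were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), in 1 fit with 4 groups that share the estimate of the spread. The F test covered the 3 comparisons with healthy dogs, and each of the 6 pairwise comparisons was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Transcripts past the threshold in all 3 classes in the same direction, and those past it in 1 class only, were counted as the paper's heart-failure-specific and stage-specific lists, but in transcripts and not in genes. The test was checked on simulated data of 43603 probes for the comparison of ISACHC 2 with healthy dogs, where limma recovered 53.0% of 100 probes changed by 1 on the log2 scale and 96.0% of 100 changed by 2, with 3.87% of its calls false. On the same data the methods' ANOVA and Tukey HSD recovered 57.0% and 97.0%, with 0.645% of its calls false. The simulated spread was independent between probes, unlike that of the arrays, and every changed probe was changed in ISACHC 2. The false shares of both tests therefore need not hold for the real arrays. In data from permuted residuals that kept the changes of ISACHC 2 and ISACHC 3, the Tukey HSD called 123 transcripts on average in an unchanged ISACHC 1.

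The alternatives set before the data were examined were the methods' one-way ANOVA and Tukey HSD, an F test followed by unadjusted pairwise p-values, arrays centred on their medians, quantile normalization, complete probes only, dachshunds only, breed as a covariate, the patient number as a block, array weights, fits of the compared groups alone, and for the breed comparisons an unmoderated test. Covariates for the spike-in offset (the mean log2 ratio of 10 spike-in probes) and for the negative control probe, the slopes of each comparison with the offset across probes, and leaving out each dog in turn, were chosen after seeing the data. The breed covariate marked a dog as dachshund or other, so the other breeds, which differed between the groups, were pooled. Values of single measures were compared with permutation tests of 100000 resamples. Counts were set against 100 splits of the dogs into groups of the same sizes, overlaps against 50 simulated sets of unchanged groups made from permuted residuals and 20 splits of the healthy dogs, overlaps and shares of transcripts with the same sign being taken over lists as long as the observed ones, by their p-values, because unchanged groups gave at most 1 transcript per class at the adjusted threshold, and the fit of dachshunds against 100 random subsets of the same group sizes. No class was changed in the simulated sets of unchanged groups, so their lists are not a like reference for lists of changed transcripts. Figures were drawn with matplotlib 3.10.9.

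Gene names were not used, because no table used here pairs the probes with genes. The rule for named genes set before the data were examined (every gene the paper names, and for each class the genes with the largest rise and fall) could therefore not be applied, nor could the tests of Table 2, of the 26 gene lists and of 1 value per gene. The few probes named were chosen after their values were seen, as those past the threshold in all 3 classes and those with the largest fall in ISACHC 2, beside which the largest rises are given without an identifier. For arrays no depth can be given, and the number of arrays limits the precision.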

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

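The values of the spike-in probes and of the negative control probe, which the paper does not report, differed between some pairs of study groups, although the negative control did not pass a test over all 4 groups (adjusted p = 0.24). The tests with these probes as covariates and the test of slopes with the offset were chosen after the counts had been seen, and so was the use of the dachshunds as a test of breed for ISACHC 2 and ISACHC 1, although their fit was set beforehand. The count with the negative control probe fell between the bounds set for it, and the comparison by the median change and the rank of the list was added after that count had been seen.

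The spike-in offset of ISACHC 1 minus that of healthy dogs was -0.494 on the log2 scale, and that of ISACHC 2 minus ISACHC 1 was 0.609. The log ratio of the negative control probe was higher in ISACHC 2 than in ISACHC 1 by 0.301. None of these probes measures a transcript of the dog.

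The comparison of ISACHC 2 with ISACHC 1 had the longest list of the 6 pairs (6129), and breed is argued against as the whole cause, since dachshunds alone gave 5593 transcripts, 3894 of them among the 6129. The background of dim probes is argued against as the whole cause too: with the negative control probe as a covariate 3057 transcripts passed, 2946 of them among the 6129, the list was still the longest, and the median change of the 6129 was 0.66 on the log2 scale against 0.71 without it, at median standard errors of 0.21 and 0.20. The spike-in offset stays open as a candidate explanation for much of the list, since with it as a covariate 238 transcripts passed, 208 of them among the 6129, because the median change of the 6129 went from 0.71 to 0.43 at a median standard error of 0.20 in both fits. The 6129 were chosen in the fit without the covariate, which by itself favours a larger median there. The offsets of ISACHC 1 and healthy dogs differed too, and that comparison gave 4 transcripts, which does not decide for or against the offset. A difference of the disease classes themselves stays open, because the offset may follow the amount of messenger RNA in the blood of these dogs as well as the labelling of the arrays. Age, which by the paper's ranges also differed between these classes, was not tested and is not separated from class.

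Across transcripts, the slope of the change from healthy dogs on the slope with the offset within groups was -0.182 in ISACHC 1 (jackknife standard error 0.211), 0.402 in ISACHC 2 (0.245) and 0.16 in ISACHC 3 (0.224), where the offsets differed by -0.494, 0.115 and -0.31. For ISACHC 2 and ISACHC 1 it was 0.585 (0.265) at an offset difference of 0.609, for ISACHC 3 and ISACHC 1 0.343 (0.241) at 0.184, and for ISACHC 3 and ISACHC 2 -0.242 (0.249) at -0.425. The slope had the sign of the offset difference in 5 of the 6 comparisons, which share their groups and are not independent. In ISACHC 3 against healthy dogs, where it had the opposite sign, it lay within 1 standard error of 0. So did the slopes of ISACHC 1 against healthy dogs and of ISACHC 3 against ISACHC 2, which had the same sign. Only the slope of ISACHC 2 and ISACHC 1 lay more than 2 standard errors from 0.

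With the spike-in offset as a covariate 2843 transcripts differed between ISACHC 3 and healthy dogs, where 457 did without it, and the median change of the 2843 was 0.58 without the covariate and 0.75 with it, at median standard errors of 0.22 and 0.20. The 2843 were chosen in the fit with the covariate, which by itself favours a larger median there.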

How the results depend on the processing

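Results are numbers of transcripts at an adjusted p < 0.05. The covariates for control probes and the leaving out of single dogs were chosen after seeing the data. The causes of the changes were mostly not tested. Fewer dogs and breed were tested for the calls lost among dachshunds, and the pairwise threshold for the transcripts common to all classes, both weighed under other observations.

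The methods' ANOVA and Tukey HSD gave 457 transcripts for ISACHC 1 and healthy dogs, 1162 for ISACHC 3 and healthy dogs, 3509 for ISACHC 2 and ISACHC 1, 654 for ISACHC 3 and ISACHC 1, 2068 for ISACHC 3 and ISACHC 2, 124 common to all 3 classes and 175 in ISACHC 1 alone. With the F test as a gate and unadjusted pairwise p-values these numbers were 932, 1501, 3558, 1310, 2718, 270 and 240. Array weights gave 10697 over the 4 groups, 86, 7634 and 1277 for ISACHC 1, 2 and 3 against healthy dogs, 11324 for ISACHC 2 and ISACHC 1, 53 for ISACHC 3 and ISACHC 1, 584 for ISACHC 3 and ISACHC 2, 28 common to all classes, and 32, 7001 and 656 in ISACHC 1, 2 or 3 alone. Dachshunds only gave 898 over the 4 groups, 1, 20 and 81 against healthy dogs, 1 for ISACHC 3 and ISACHC 1, 1 common to all classes, and 14 and 75 in ISACHC 2 or 3 alone. Breed as a covariate gave 0, 1431 and 71 against healthy dogs, 1 for ISACHC 3 and ISACHC 2, 0 common to all classes, and 1400 and 40 in ISACHC 2 or 3 alone.

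Centring arrays on their medians gave 10 transcripts for ISACHC 3 and ISACHC 1, and quantile normalization gave 14 for ISACHC 1 and healthy dogs, 5 common to all classes and 4 in ISACHC 1 alone. Fits of the compared groups alone gave 15 for ISACHC 1 and healthy dogs, 1 for ISACHC 3 and ISACHC 1, 5 common to all classes and 3 in ISACHC 1 alone. The 2 transcripts that differed between healthy dachshunds and German Shepherds became 0 with centring, 1 with quantile normalization, 23 with array weights and 0 with the unmoderated test. The interaction of breed and ISACHC 2 went from 0 to 4 with array weights.

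The spike-in offset as a covariate gave 0 and 2843 for ISACHC 1 and ISACHC 3 against healthy dogs, 238 for ISACHC 2 and ISACHC 1, 0 common to all classes and 2146 in ISACHC 3 alone. The negative control as a covariate gave 2421 over the 4 groups, 1494 for ISACHC 2 and healthy dogs, 3057 for ISACHC 2 and ISACHC 1, 1 common to all classes and 1382 in ISACHC 2 alone. Both together gave 0 and 2667 for ISACHC 1 and ISACHC 3 against healthy dogs, 576 for ISACHC 2 and ISACHC 1, 4 for ISACHC 3 and ISACHC 2, 0 common to all classes and 1993 in ISACHC 3 alone.

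The patient numbers in the labels mark different dogs. Of 75 pairs of dogs from different groups with the same number, 19 had deviations from their group means that correlated above 0.1 (median 0.014), and 6 of the 52 dogs lay closest to a dog of their number, so the numbers were not taken as a pairing. With the patient number as a block there were 1 and 1675 transcripts for ISACHC 1 and ISACHC 2 against healthy dogs, 2 for ISACHC 3 and ISACHC 1, 0 common to all classes and 1526 in ISACHC 2 alone, and the other counts stayed within 1.5 times.

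Leaving out each dog in turn gave 2706 to 6854 over the 4 groups, 0 to 8, 1251 to 3959 and 232 to 625 for ISACHC 1, 2 and 3 against healthy dogs, 3932 to 9637 for ISACHC 2 and ISACHC 1, 0 to 20 for ISACHC 3 and ISACHC 1, 0 to 1483 for ISACHC 3 and ISACHC 2, 0 to 5 common to all classes, 0 to 1, 1163 to 3702 and 137 to 456 in ISACHC 1, 2 or 3 alone, 0 to 4 for the healthy breeds and 0 to 4 for the interaction. The count for the 4 groups moved by over 1.5 times without ISACHC 1 dog 7 (6854), ISACHC 2 dog 1 (2706) or ISACHC 2 dog 2 (2733). That for ISACHC 2 and ISACHC 1 moved without ISACHC 1 dog 7 (9637), ISACHC 1 dog 12 (3932) or ISACHC 2 dog 1 (3955). That for ISACHC 2 and healthy dogs fell without healthy dog 2 (1605), 4 (1650) or 9 (1251) or ISACHC 2 dog 1 (1545), 2 (1591) or 9 (1390). That for ISACHC 3 and healthy dogs fell without healthy dog 2 (274) or ISACHC 3 dog 1 (283), 5 (295), 7 (232), 11 (279) or 12 (255). Transcripts differed between ISACHC 3 and ISACHC 2 without ISACHC 2 dog 8 (64), 10 (346), 11 (196) or 12 (403) or ISACHC 3 dog 2 (174), 5 (1226) or 12 (1483).

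Transcripts in ISACHC 2 alone fell without healthy dog 2 (1516), 4 (1554) or 9 (1163) or ISACHC 2 dog 1 (1413), 2 (1454), 4 (1634) or 9 (1286), and those in ISACHC 3 alone without healthy dog 2 (187) or 13 (196) or ISACHC 3 dog 1 (142), 5 (189), 7 (137), 11 (172) or 12 (155). The count common to all classes moved without 35 of the 52 dogs, that of ISACHC 1 and healthy dogs without 24, that of ISACHC 3 and ISACHC 1 without 8, that of the interaction without 3 and that of ISACHC 1 alone without 1.

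Where limma gave 0 for ISACHC 1 and healthy dogs, 3956 transcripts had an unadjusted p < 0.05 with breed as a covariate, 4831 with the spike-in offset and 5041 with both control probes. Where it gave 0 common to all classes, 460, 1532 and 1539 did in the same settings and 561 with the patient number as a block.

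Keeping complete probes only removed no probe, so it tests nothing. Not run, because the probes are not paired with genes here, were 1 value per gene, the Table 2 genes, the named genes and the gene list tests with all their alternatives.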

Differences from the paper's values

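The paper's counts come from a one-way ANOVA with a Benjamini-Hochberg FDR < 5% and a Tukey HSD p < 0.05, while the main counts here come from limma with each comparison adjusted over all probes, so the thresholds of the pairwise counts differ. The alternatives named are those set before the data were examined, and those not named stay more than 1.5 times away from the paper's value.

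For ISACHC 1 and healthy dogs the count was 4 and the paper's is 426, and the methods' ANOVA and Tukey HSD gave 457. For ISACHC 3 and healthy dogs it was 457 and the paper's is 1170. The methods' ANOVA and Tukey HSD gave 1162, the F test as a gate 1501 and array weights 1277. For ISACHC 2 and ISACHC 1 it was 6129 and the paper's is 3499, against 3509 by the methods' ANOVA and Tukey HSD, 3558 with the F test as a gate, 5209 with the patient number as a block and 5132 in a fit of these groups alone. For ISACHC 3 and ISACHC 1 it was 6 and the paper's is 696, and only the methods' ANOVA and Tukey HSD came within 1.5 times, with 654. For ISACHC 3 and ISACHC 2 it was 0 and the paper's is 2140, against 2068 by the methods' ANOVA and Tukey HSD and 2718 with the F test as a gate. Transcripts common to all 3 classes numbered 2 and the paper's number is 117, and only the methods' ANOVA and Tukey HSD came within 1.5 times, with 124.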

Other observations

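Both patterns weighed here, the calls lost among dachshunds and the transcripts common to all classes, were seen in the counts before their tests were chosen. Across the 43603 transcripts, which are not independent replicates, the changes from healthy dogs correlated at r = 0.131 between ISACHC 1 and ISACHC 2, 0.427 between ISACHC 1 and ISACHC 3, and 0.539 between ISACHC 2 and ISACHC 3. Simulated unchanged groups, made from residuals of all dogs dealt at random to the groups, gave means of 0.493, 0.453 and 0.439. The covariances were 0.0146, 0.0402 and 0.0716 against simulated means of 0.0350, 0.0326 and 0.0308, differences of -0.0204, 0.00757 and 0.0408, and each observed covariance lay within the simulated range (-0.00767 to 0.0832, 0.0019 to 0.0977 and -0.008 to 0.0997). With the healthy dogs split among the classes the median correlations were -0.0262, 0.0350 and 0.293.

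Healthy dachshunds and German Shepherds differed in 2 transcripts, 1 higher and 1 lower in dachshunds, and 4348 had an unadjusted p < 0.05 (limma). The difference of ISACHC 2 from healthy dogs in dachshunds was also set against that in other breeds. No transcript passed limma's adjusted threshold, while 3658 had an unadjusted p < 0.05, and the unmoderated test also gave 0. The other breeds were 4 dogs in ISACHC 2 and 9 healthy dogs, and none of these breeds occurred in both groups. Their difference therefore does not separate disease from breed.

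The list of ISACHC 2 against healthy dogs shrank from 2645 transcripts to 20 among dachshunds, of which 17 were on the longer list. A candidate explanation is the smaller number of dogs: 86 of 100 random subsets with the same group sizes gave 20 transcripts or fewer, with a median of 0. Breed as the whole cause is argued against, since the changes of the 2645 transcripts were not smaller in dachshunds, where their median share of the change over all dogs was 1.13 (0.989 in random subsets, with a 5th percentile of 0.787). The 2645 were chosen on dogs that include these dachshunds, and random subsets gave shares of 0.75 to 1.35, so a small loss could not be seen. Breed as a covariate, with all dogs kept, gave 1431 transcripts, and a part for breed is not excluded.

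The 124 transcripts common to all 3 classes by the methods' ANOVA and Tukey HSD might come from the threshold of the pairwise test. In 50 simulated data sets that kept the changes of ISACHC 2 and ISACHC 3 and left ISACHC 1 unchanged, 0 gave as many by pairwise p-values not adjusted over probes, with a mean of 15.5 and a highest of 79, which argues against this as the whole cause. Some change shared by ISACHC 1 and the other classes is a hypothesis that stays open, with age and breed, which also set the healthy dogs apart, not separated from disease.

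In splits of the dogs into groups of the same sizes, 1 of 100 splits, the real one, gave as many transcripts as were found over the 4 groups (4225, with 1 as the highest of the others). The same held in ISACHC 2 and ISACHC 3 against healthy dogs (2645 and 457, highest others 23 and 7). It also held between ISACHC 2 and ISACHC 1 (6129, highest other 1) and in ISACHC 2 alone (2490, highest other 1). Chance in the grouping is therefore an unlikely cause of these counts, but 100 splits cannot exclude it, and they ignore breed. The count of ISACHC 3 alone (304, highest other 198) was also reached in 1 of 100 splits. It was 40 with breed as a covariate and 137 without ISACHC 3 dog 7, fits for which no splits were run. The small counts of ISACHC 1 against healthy dogs (4, highest other 1), of ISACHC 3 against ISACHC 1 (6, highest other 5) and of all 3 classes (2, highest other 0) were also reached in 1 of 100 splits, but rest on few transcripts, and breed as a covariate gave 0, 6 and 0. For the healthy breeds, 2 of 100 splits reached the 2 transcripts found (highest other 2), but limma gave 0 with arrays centred on their medians and without any 1 of healthy dogs 1, 2, 3, 4, 10, 12, 13 and 14, the unmoderated test gave 0, and leaving out healthy dog 8, 9 or 11 gave 4, 3 or 4. Chance cannot be excluded for the counts of 0, which all 100 splits reach by definition: those of ISACHC 3 against ISACHC 2 (highest other 890), of ISACHC 1 alone (highest other 35) and of the interaction with breed (highest other 62). Transcripts were found in 6 of the splits of ISACHC 3 and ISACHC 2, and whether these splits follow a structure of the samples was not tested.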
